# Expression Profiling of Circular RNAs in Early Pregnant Jianghuai Buffaloes

**DOI:** 10.3390/ani12202748

**Published:** 2022-10-13

**Authors:** Qiuchen Liu, Mengya Zhang, Tenglong Guo, Sucheng Wu, Yanfeng Zong, Changzhi Xu, Zhihua Zhu, Yunhai Zhang, Zubing Cao

**Keywords:** buffalo, gestation establishment, circRNA, reproductive efficiency

## Abstract

**Simple Summary:**

CircRNA transcriptome sequencing technology is widely used in the study of germ-line stem cell proliferation and differentiation and early embryonic development, but the research on early pregnancy diagnosis in female animals is still in the preliminary stage, and the specific regulatory mechanism has not been reported. Here, we identified numerous differentially expressed circRNAs (DECs) in the venous blood of the distinctive local breed of Chinese Jianghuai buffalo. Analysis of the enrichment showed that DECs were mainly enriched in the epidermal growth factor receptor-signaling pathway that is important for embryonic development and pregnancy maintenance. These findings have provided a better understanding of buffalo pregnancy establishment and a potential basis for improving early pregnancy diagnosis techniques in buffalo.

**Abstract:**

Circular RNA (circRNA) is expressed in cells and tissues of several species. However, the expression of circRNAs in the blood of Jianghuai buffaloes during early pregnancy has not been reported. In this study, we identified the DECs in the blood of Jianghuai buffaloes and annotated the functions of these DECs. The results showed that there were 890 DECs between the pregnant and non-pregnant groups, of which more than 80% were exon-derived circRNAs, including 323 up-regulated circRNAs and 567 down-regulated circRNAs. Enrichment analysis revealed that DECs were mainly enriched in the epidermal growth factor receptor-signaling pathway important for embryonic development and pregnancy maintenance. In addition, most DECs have multiple miRNA targets, suggesting that these DECs have the potential to function as miRNA sponges. In conclusion, several DECs are present between pregnant and non-pregnant Jianghuai buffaloes, and these DECs are associated with embryo implantation and pregnancy establishment.

## 1. Introduction

The formation of a mammalian pregnancy is an evolutionarily conserved and complex biological process that begins with the union of sperm and oocyte in the fallopian tube and proceeds through a series of oogeneses into the uterine cavity in a floating form [1], where the free-floating embryo releases signals in the uterus to maintain progesterone production, thereby maintaining and continuing the pregnancy [2,3]. Early pregnancy diagnosis is one way to improve female animals’ reproductive efficiency. With the rapid development of large-scale and intensive cattle breeding [4,5,6], there is an urgent need for more accurate, efficient, and convenient early pregnancy diagnosis methods to shorten the calving interval of buffaloes, reduce the feeding costs of empty pregnant buffaloes and improve reproductive efficiency [7,8]. The Jianghuai buffalo is a marsh buffalo mainly distributed to the south of the Huaihe River and north of the Yangtze River. Its coat’s fur is mainly green-grey, and there is no white spot or seasonal black spot in the whole herd. The Jianghuai buffalo has a large body, strong trunk, and is well structured. The oestrus cycle of Jianghuai buffalo is about 21 ± 2 days, and the gestation period is about 308 ± 4 d. It has been certified by the China Livestock and Poultry Genetic Resources Committee and is a good local breed with a long history in the Anhui Province. It is docile in temperament, good at walking in the mire, resistant to rough feeding and has strong in-service performance. However, in recent years, the population of Jianghuai buffalo has shown a downward trend. At present, the population of Jianghuai buffalo is only about 6120, among which there are about 3000 cows with reproductive ability. One of the main reasons for the sharp decline in the population of Jianghuai buffalo is the long calving interval of cows and the low survival rate of calves, which leads to overall low reproductive efficiency [9,10]. Early pregnancy diagnosis after breeding can effectively shorten the calving interval and improve the overall fertility of the cow [11,12], thus increasing the number and quality of the herd [13]. As modern herd management moves towards a high level of development, cattle breeding techniques are being developed to improve overall herd fertility, and early pregnancy diagnosis methods currently used in the cattle industry include rectal palpation [14,15], ultrasound, and immunological diagnosis through the detection of pregnancy-related biomarkers [16]. However, all of these early pregnancy diagnostic methods have certain drawbacks that make them difficult to meet the needs of the current cattle industry [10].

CircRNA is a covalently closed circRNA molecule that can be stably present in a variety of eukaryotic cells [17,18,19]. In recent years, with the development of high-throughput sequencing technology and bio-information technology, circRNA has become a current research hotspot, and some mysteries about circRNA have been gradually unraveled [20,21]. According to the source of circRNA sequences, circRNAs can be divided into four categories: the first type is circRNAs that all originate from exons of the host gene (Exonic circRNA, EciRNA); the second type is lasso-type circRNAs that all originate from introns (Circular intronic RNA, ciRNA); the third type is (Exon-intron circRNA, EIciRNA); the fourth type includes antisense circRNA (Antisense circular RNA) derived from antisense strand transcripts, circRNA derived from intergenic sequences, or other unannotated genomic sequences (Intergenic circular). The vast majority of circRNAs belong to exon-type circRNAs, which are also more conserved than other types of circRNAs. Currently, thousands of circRNAs have been identified in the peripheral blood of normal humans, many of which are more highly expressed than the mRNAs of their source genes and therefore more easily detected [17]. Also, the unique circular structure of circRNAs, as opposed to linear RNAs, makes them resistant to digestion by nucleic acid exonucleases or ribonucleases [18,20,22]. Therefore, these stably present and highly expressed circRNAs can be used as molecular markers for non-invasive liquid biopsies or non-invasive diagnostic methods [23]. In addition, some studies have found that circRNAs are closely associated with processes such as mammalian pregnancy recognition and are expected to be used as a novel early pregnancy diagnostic method in animal husbandry [23,24].

Here, we examined blood samples from day 25 of gestation, and a large number of differential circRNAs were present in blood samples from day 25 of gestation compared to non-pregnant cows. We hypothesized that the pregnancy status of buffalo may be related to circRNA characteristics in blood. This study aimed to determine the differences in circRNA expression patterns in the blood of pre- and post-pregnant cows at day 25 of gestation.

## 2. Materials and Methods

### 2.1. Blood Sample Collection

A total of 20 cows were included in the study at a Jianghuai buffalo farm in Dingyuan County, Chuzhou City, Anhui Province, China. The cows used in this study were fed continuously under the same rearing conditions for at least 5 months. The cows were 3–5 years old, in good health, of similar body weight, with moderate body mass, and no history of reproductive tract disease. Cows were given two injections of sodium D-chlorprostol (Yuanye, China) for simultaneous estrus, 4 mL each with an interval of 11 days. The cows were divided into two groups: one group underwent artificial insemination (AI) and the other group underwent no treatment after estrus. Three days later, frozen sperm with vigor greater than 0.7 after thawing were selected for insemination, and the date of AI was considered day 0. Blood samples were collected from both groups of cows on day 25 after AI. Gestation group status per cow was evaluated 60 days after AI using ultrasound technology. Blood samples from pregnant cows were used as the pregnant group (*n* = 3) and blood samples from cows without AI were used as the control group.

### 2.2. Construction and Sequencing of CircRNA Libraries

Separation and purification of total RNA was performed using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The RNA quantity and purification of each sample was determined by quantifying with NanoDrop ND-1000. (NanoDrop, Wilmington, DE, USA). The RNA integrity for RIN values greater than 7.0 was assessed by Agilent 2100. Ribosomal RNA was removed using around 5 μg of total RNA according to the manual of the Ribo-Zero™ rRNA Removal Kit (Illumina, San Diego, CA, USA). The rest of the RNA was then treated with Rnase R (Epicentre Inc. Madison, WI, USA). The RNA segments were then reverse transcribed into cDNA, which was next utilized to synthesize U-labeled second-strand DNAs. The products were subsequently expanded by PCR. Finally, we conducted paired-end sequencing on an Illumina Hiseq 4000 (LC Bio, Hangzhou, China).

### 2.3. Bioinformatic Analysis of CircRNA

Cutadapt was used to purify the reads of the bases. FastQC was then applied to validate the quality of the sequences. We used Bowtie2 [25] and Tophat2 [26] for mapping the reads to the genome of Bubalus Bubalis (Ensemble database Index of https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/003/121/395/GCF_003121395.1_ASM312139v1/, accessed on 9 May 2019). Unmapped reads were remapped onto the genome with Tophat-fusion [27]. CIRCExplorer [28,29] and CIRI [30] were applied to assembling the mapped reads to circRNAs. All samples generated unique circRNAs. The DECs were selected with|log2 (fold change)| ≥ 1 and with statistical significance (*p*-adjust < 0.05) by *t*-test.

To analyze the function of host genes with DECs involved in common biological processes, host genes with DECs were selected for Gene Ontology (GO) analysis and Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis. This host information can be classified into 3 categories in the GO database: biological processes, cellular components, and molecular functions. KEGG database was used to analyze the biological mechanism and cellular pathway of host genes of DECs. (Established criteria: *p* adjusted <0.05), using GO and KEGG (Gene Ontology Resource (http://geneontology.org/, accessed on 20 July 2019) and KEGG: Kyoto Encyclopedia of Genes and Genomes (https://www.kegg.jp/kegg/,accessed on 23 July 2019)) enrichment analysis.

The post-transcriptional regulatory functions of miRNAs were predicted and analyzed using TargetScan (v7.0; targetscan.org (https://www.targetscan.org, accessed on 17 September 2019)) and Miranda (microRNA.org (https://link.zhihu.com/?target=http%3A//www.microRNA.org, accessed on 17 September 2019)).

### 2.4. Real-Time Quantitative Polymerase Chain Reaction (qPCR)

To identify the reliability of RNA-seq, five circRNAs that might be associated with pregnancy establishment were selected for qPCR, and the results were compared with RNA-seq data.

TRNzol Universal Reagent kit was used to sample total RNA extraction; Ribonuclease R (RNase R) was applied to remove linear RNA, and the components were added to an ice box, metal bath at 37 °C, 5 min; EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix kit for RNA reverse transcription on the ice boxe, reaction conditions: phase I, 25 °C, 10 min, phase II, 42 °C, 15 min, phase III, 85 °C, 5 s. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) was used as the internal reference, and qPCR analysis was performed using AceQ qPCR SYBR Master Mix and AB StepOnePlus. Reaction systems were prepared in PCR tubes using 3 replicate wells as technical replicates, and the systems were treated appropriately. The primers used in this study are listed in Supplementary Table S1.

### 2.5. Statistical Analysis

Three biological replicates were conducted for all experiments. Data were subjected to *t*-test or one way ANOVA (SPSS V17.0) and represented by mean ± standard error of magnitude (mean ± S.E.M.). *p* < 0.05 was deemed as statistically significant.

## 3. Results

### 3.1. Characteristics of CircRNAs Expressed in the Blood of Jianghuai Buffalo

Blood was collected from the jugular vein of the buffalo on the 25th day after insemination and later diagnosed by ultrasound pregnancy diagnostic techniques. The sequencing of venous blood collected from control buffaloes (C-Buffalo) and pregnant buffaloes (P-Buffalo) on day 25 of insemination was performed separately (Figure 1A). 

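CircRNAs are closed RNA circles made by back-splicing, and the deposited table gives a read count for each circRNA in each library. Jugular vein blood came from 3 non-pregnant (C-Buffalo) and 3 pregnant (P-Buffalo) animals on day 25. The pregnant animals had been inseminated, and their pregnancy was read by ultrasound on day 60. The non-pregnant animals were not inseminated, so insemination and pregnancy cannot be told apart in this comparison. Ribosomal RNA was removed, linear RNA was digested with RNase R, and the libraries were sequenced as paired ends. The authors mapped the reads with Bowtie2, Tophat2 and Tophat-fusion to the buffalo assembly ASM312139v1 and assembled circRNAs with CIRCExplorer and CIRI. The submitters' processing notes name other tools and the human build GRCh38.p10, and the coordinates are given here as deposited. The counts summed to 980544, 931921 and 1141748 in non-pregnant replicates 1, 2 and 3, and to 1037998, 1298753 and 815851 in pregnant replicates 1, 2 and 3. In the same order, 17446, 12336 and 24799 circRNAs were detected in the non-pregnant animals and 21915, 26802 and 17989 in the pregnant animals. After thinning every library to 815851 counts, non-pregnant replicate 2 still had 11991 circRNAs, against 17331 to 25816 in the other libraries. The groups were compared by edgeR's quasi-likelihood test on the counts, with TMM factors, edgeR's default filter on low counts and Benjamini-Hochberg adjustment, at the study's thresholds of an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The TMM factor of non-pregnant replicate 2 was 0.467, against 1.09 to 1.25 in the other 5 libraries. Levels are counts scaled to library size after these factors (CPM), and the 3 counts that a count of 0 allows correspond to 2.31 to 3.68 CPM before them, for counting error only.

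**Figure D1:**
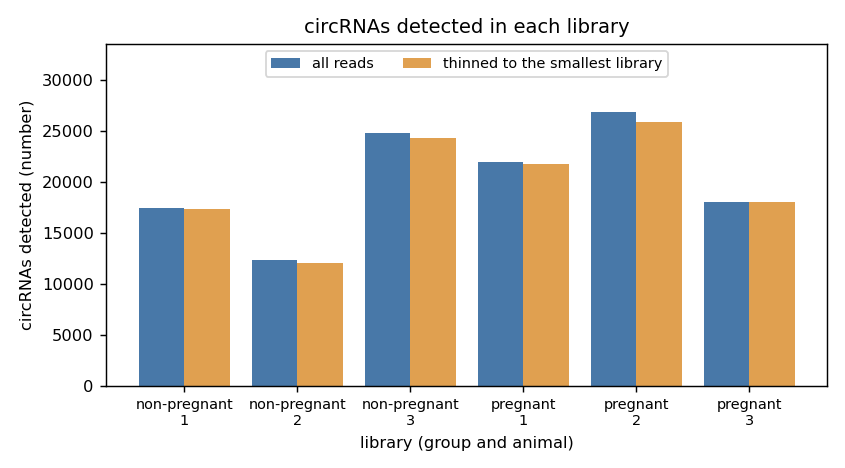
Number of circRNAs with at least 1 read in each of the 6 libraries, from all reads and after thinning every library to 815851 counts. Non-pregnant replicate 2 has the fewest circRNAs both ways, 12336 and 11991.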

We defined particular circRNAs expressed in the blood of pregnant buffaloes by comparing circRNA transcripts from blood samples of C-Buffalo and P-Buffalo (Figure 1A). 

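Over the circRNAs that passed the filter, Pearson's r of log2 CPM averaged 0.584 for the 6 pairs of animals within a group and 0.565 for the 9 pairs between groups. The difference of 0.0186 was reached by 3 of the 10 splits of the libraries into 3 and 3 (exact permutation test, one-sided, p = 0.3; the smallest p the design allows is 0.1). On untransformed SRPBM, the authors' unit of spliced reads scaled to mapped reads, r between the 15 pairs of libraries was lowest at 0.693, for pregnant replicates 1 and 2. Pregnant replicate 1 held 65744 reads of circRNA6085 of USP3, a deubiquitinase gene, against 20413 to 26483 in the other 5 libraries. Pregnant replicate 2 held 27846 reads of circRNA11471 of PICALM, a clathrin assembly gene, against 2669 to 9918. These values of r are across circRNAs, which are not independent replicates.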

For verifying the reliability of the sequencing data, we gathered three samples per group with the association factor of 0.693~1 between biological replicates, indicating that the sequencing data were reliable. A total of 900,000 valid reads were acquired through the removal of aptamers and low-quality sequences, and mapping them to the buffalo reference genome (Supplementary Table S2). 

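The circRNA with the most reads in a library came from VRK1, ELF1 or USP3. VRK1, a nuclear serine/threonine kinase, gave the most abundant circRNA (circRNA8867) in non-pregnant replicates 1 and 2 and pregnant replicate 2, with 38225, 21360 and 41658 reads. The ELF1 circRNA circRNA6836, from an ETS transcription factor gene, led in non-pregnant replicate 3 with 27655 reads, and circRNA6085 of USP3 led in pregnant replicates 1 and 3. The 100 most abundant circRNAs of a library took 29.4% to 35.9% of its counts. Over all 6 libraries the counts summed to 6206815, and the paper's reported number of valid reads is 900000. The 4562 circRNAs detected in all 6 libraries held 77.0% of these counts, and the 32367 detected in 1 library only held 4.33%.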

We ascertained a total of 57,308 circRNAs from 8612 host genes. 

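The 5 circRNAs with the highest mean level came from USP3, VRK1, ELF1, UBE3A and PICALM. The USP3 circRNA circRNA6085 lies from 56879663 to 56883771 on the plus strand of NC_037555.1 and spans 2 exons. Its level was 28950 ± 16315 CPM (SD, n = 3) in non-pregnant and 31296 ± 19453 CPM (SD, n = 3) in pregnant animals, a log2 fold change of 0.11 (standard error 0.55). The VRK1 circRNA circRNA8867 had a log2 fold change of -0.80 (standard error 0.49), which was -0.45 without non-pregnant replicate 2, and the ELF1 circRNA circRNA6836 one of -0.85 (standard error 0.36). UBE3A encodes a ubiquitin ligase, and its circRNA9123, from 67217077 to 67223098 on NC_037564.1 with 3 exons, was at 18350 ± 7231 CPM (SD, n = 3) in non-pregnant and 5364 ± 2107 CPM (SD, n = 3) in pregnant animals. This is a log2 fold change of -1.77 (standard error 0.49), with every pregnant animal below every non-pregnant animal. The circRNA11471 of PICALM had a log2 fold change of 0.17 (standard error 0.84). None of the 5 passed edgeR's quasi-likelihood test after adjustment (adjusted p from 0.983 to 0.988). The USP3 and PICALM values lie within their errors and change sign with RLE factors, to -0.10 and -0.17, and without single libraries. Without non-pregnant replicate 1 or 3 they were -0.023 and -0.22 for USP3 and -0.14 and -0.35 for PICALM, without pregnant replicate 1 the USP3 value was -0.56, and without pregnant replicate 2 the PICALM value was -0.52.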

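SYNE1, which encodes the nuclear envelope protein nesprin-1, gave the most circRNAs of all host genes, 96, followed by VPS8, a gene of endosomal vesicle transport, with 93. LOC102411048 and LOC102389123, both described as multidrug resistance-associated protein 4-like, gave 84 and 82, and PICALM gave 76. Over the 8611 host genes named in the table, the median was 3 circRNAs, and 2348 host genes (27.27%) gave 1 circRNA. The table describes 51 host genes as multidrug resistance-associated protein 4-like. Reads of similar copies can be split between them, so their counts are uncertain, but how alike their sequences are was not tested. The share with 1 circRNA has no test and was 30.1% when only circRNAs with at least 5 reads in a library were kept.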

Most host genes generated multiple different circRNAs, while a minority of host genes produced a single circRNA (27.26% in host genes). Analysis of the distribution of circRNAs in the genome showed that the majority the circRNAs were from exonic (83.82% in C-Buffalo and 83.19% in P-Buffalo) and intronic regions (12.29% in C-Buffalo, 12.82% in P-Buffalo), and a small proportion of circRNA was from intergenic regions (3.89% in C-Buffalo, 3.99% in P-Buffalo) (Figure 1B). 

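Exonic circRNAs made up most of the circRNAs in every animal. Per animal their share was 85.8% ± 1.22 (SD, n = 3) in non-pregnant and 85.4% ± 1.77 (SD, n = 3) in pregnant animals (exact permutation test, two-sided, p = 0.8). Intronic circRNAs made up 10.9% ± 0.662 (SD, n = 3) and 11.0% ± 1.31 (SD, n = 3), with p = 1 from the same exact test. Intergenic circRNAs made up 3.39% ± 0.639 (SD, n = 3) and 3.61% ± 0.505 (SD, n = 3), with p = 0.7 from the same exact test. The smallest p that 3 animals against 3 allow is 0.10. Over the circRNAs detected in any animal of a group, the exonic share was 83.82% in C-Buffalo and 83.19% in P-Buffalo. Of the counts, 90.3% in C-Buffalo and 89.7% in P-Buffalo were exonic.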

The GC content of circRNAs averaged around 45% in C-Buffalo and P-Buffalo, similar to the 50% GC content of buffalo linear mRNA molecules (Figure 1C). Therefore, we separately identified and characterized lots of circRNAs expressed in the blood of C-Buffalo and P-Buffalo.

### 3.2. Determination of DECs in Blood between C-Buffalo and P-Buffalo

To assess the dynamics of circRNA expression in buffalo blood before and after pregnancy, we quantified the effective reads of RNA sequencing data in buffalo blood in C-Buffalo and P-Buffalo. Among the 57,308 circRNAs detected in the venous blood of both groups of cows, 20,828 circRNAs were co-expressed in the venous blood of both groups, with 21,748 and 14,732 being specifically expressed in P-Buffalo and C-Buffalo, respectively. 

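GLO1, the gene of glyoxalase I, gave the intronic ciRNA5424, with 59, 232 and 53 reads in the pregnant animals and 0 in the non-pregnant animals. Among the circRNAs read in non-pregnant animals only was ciRNA592 of LOC102389123, with 148, 242 and 69 reads. Of the 57308 circRNAs, 36.3% had at least 1 read in both groups. More than this, 56.5%, were detected in 1 of the 6 libraries only. Where detection was asked of at least 2 of the 3 animals of a group, 19482 circRNAs remained, and 48.7% of them were detected in both groups, with 6543 in pregnant animals only and 3447 in non-pregnant animals only. With every library thinned to the smallest total, the share in both groups was 36.3%.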

(Figure 2A, Supplementary Table S3). In a comparison of buffalo blood in C-Buffalo and P-Buffalo, 8612 host genes produced 890 DECs, including 323 down-regulated and 567 up-regulated. Among them, there were 97 ciRNAs and 793 circRNAs (Figure 2B, Supplementary Table S2). 

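The 5 circRNAs per direction with the smallest p and non-overlapping groups were read in every animal of one group and in none of the other. CircRNAs of GLO1 (ciRNA5424), of the phosphatase gene PPM1B (circRNA31466), of the endocytic scaffold gene ITSN2 (circRNA31573), of RALGAPA1 (circRNA35067), which encodes a subunit of a Ral GTPase-activating complex, and of ITFG1 (circRNA34430) were at 0 in all 3 non-pregnant libraries. With the reads of a group pooled and against 3 counts over the group at 0, they were at least 90.7-, 55.6-, 46.4-, 45.1- and 33.0-fold higher in pregnant animals. Such bounds cover counting error and not the spread between animals. CircRNAs of the transporter gene LOC102389123 (ciRNA592), of SOAT1 (circRNA13982), which encodes a cholesterol acyltransferase, of APIP (circRNA9208), a methionine salvage gene, of the phosphoinositide kinase gene PIP5K1B (circRNA13832) and of RALGAPA1 (circRNA12266) were at 0 in all 3 pregnant libraries. They were at least 193-, 59.8-, 104-, 69.5- and 111-fold lower in pregnant animals, and at least 108-, 64.4-, 43.6-, 27.8- and 37.7-fold lower without non-pregnant replicate 2. Each of the 10 had an adjusted p of 0.983 in edgeR's quasi-likelihood test. Those of PPM1B, ITSN2, RALGAPA1, SOAT1, APIP and PIP5K1B each have a partner circRNA that starts 1 bp away. Of 8261 circRNAs tested, edgeR called 0 at an adjusted p under 0.05, and 321 (118 higher, 203 lower) passed the fold threshold at an unadjusted p under 0.05. In simulated data this test recovered 0% of 2-, 4- and 8-fold changes at an adjusted p, so the 0 does not show that no circRNA differs. Of the 10 splits of the libraries into 3 and 3, 3 gave as many as the 321 at an unadjusted p, the real one among them. The splits that mix the groups gave 195 to 413, so the 321 lie within the range of mixed groups. At an adjusted p, DESeq2 called 159 circRNAs (3 higher, 156 lower) and edgeR's exact test 3 (0 higher, 3 lower), both without edgeR's filter. Limma on log2(SRPBM + 1) called 11 (6 higher, 5 lower). At an unadjusted p, DESeq2 gave 901 of 56238 circRNAs, the exact test 1244 of 57308 and limma 361 of 8261. Without the filter, edgeR's quasi-likelihood test called 600 of 57308 (41 higher, 559 lower) at an adjusted p and 2121 at an unadjusted p. With library totals implied by SRPBM, the 118 higher and 203 lower became 115 and 56. The unadjusted count was 825, 521 and 937 without non-pregnant replicate 1, 2 or 3, of 11101, 12002 and 10256 circRNAs tested. It was 389, 533 and 396 without pregnant replicate 1, 2 or 3, of 10183, 10356 and 10651 tested. More circRNAs pass the filter when a group has 2 libraries, so these counts are not over the same circRNAs as the 321. In 994 circRNAs (12.0%) every animal of one group lay above every animal of the other, where chance gives 10%.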

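Of the 321 circRNAs at an unadjusted p under 0.05, 280 were exonic, 28 were intronic (ciRNAs) and 13 were intergenic. None of them had an adjusted p under 0.05 in edgeR's test. In 192 of the 203 that were lower in pregnant animals, the highest of the 6 libraries was non-pregnant replicate 2. Of the 118 that were higher, the highest library was pregnant replicate 1 in 40, pregnant replicate 2 in 37 and pregnant replicate 3 in 41. Of the higher ones, 59 had 0 reads in every non-pregnant animal, and of the lower ones, 9 had 0 reads in every pregnant animal. The groups did not overlap in 114 of the 118 higher and 109 of the 203 lower circRNAs, where chance gives 10% of circRNAs not chosen by their p.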

More visualization of the differential genes between C-Buffalo and P-Buffalo was performed by venous blood sequencing, with screening conditions of *p*-adjust < 0.05 and |log2 fold change| ≥ 1 (Figure 2C). 

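SOAT1, RALGAPA1 and IMPACT each gave a pair of circRNAs with 1 common end and starts 1 bp apart that differed in opposite directions. In SOAT1, circRNA36075 (20367210 to 20386342 on NC_037549.1) had 46, 64 and 20 reads in the pregnant and 0 in the non-pregnant animals. Its partner circRNA13982 (20367211 to 20386342) had 90, 12 and 40 reads in the non-pregnant and 0 in the pregnant animals. With the reads of both summed, the log2 fold change was -0.44 (standard error 0.83). In RALGAPA1, circRNA35067 (23654901 to 23662492 on NC_037564.1) had 40, 89 and 42 reads in pregnant animals only, and circRNA12266, which starts at 23654902, had 18, 187 and 58 in non-pregnant animals only. In IMPACT, which encodes a regulator of the GCN2 kinase, circRNA34989 had 24, 17 and 23 reads in pregnant animals only and circRNA12893 had 10, 174 and 12 in non-pregnant animals only. Summed, their log2 fold changes were -1.82 (standard error 1.21) in RALGAPA1 and -2.92 (standard error 1.47) in IMPACT, and the adjusted p of the 3 sums in edgeR's quasi-likelihood test ran from 0.844 to 0.951. The PPM1B circRNA circRNA31466 had a log2 fold change of 4.43 (standard error 1.26) after summing with its partner, and the ITSN2 circRNA circRNA31573 one of 1.61 (standard error 0.84). Summing with the partner gave -2.96 (standard error 1.28) for the APIP circRNA circRNA9208 and -4.57 (standard error 1.54) for the PIP5K1B circRNA circRNA13832. Of the 57308 circRNAs, 8292 (14.5%) belonged to 4176 such pairs within 1 bp at both ends, and in 1.34% of the cases where a library had reads for a pair it had reads for both members. Among the circRNAs at an unadjusted p under 0.05, 53 had a partner. The pairs of SOAT1, RALGAPA1 and IMPACT were named because both members were at an unadjusted p under 0.05. Over all pairs, 881 had 1 member read in pregnant animals only and the other in non-pregnant animals only. Other splits of the libraries into 3 and 3, which mix the groups, gave 868 to 948 such pairs. Pairs divided in this way were therefore not more frequent between pregnant and non-pregnant animals than between mixed groups.

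**Figure D2:**
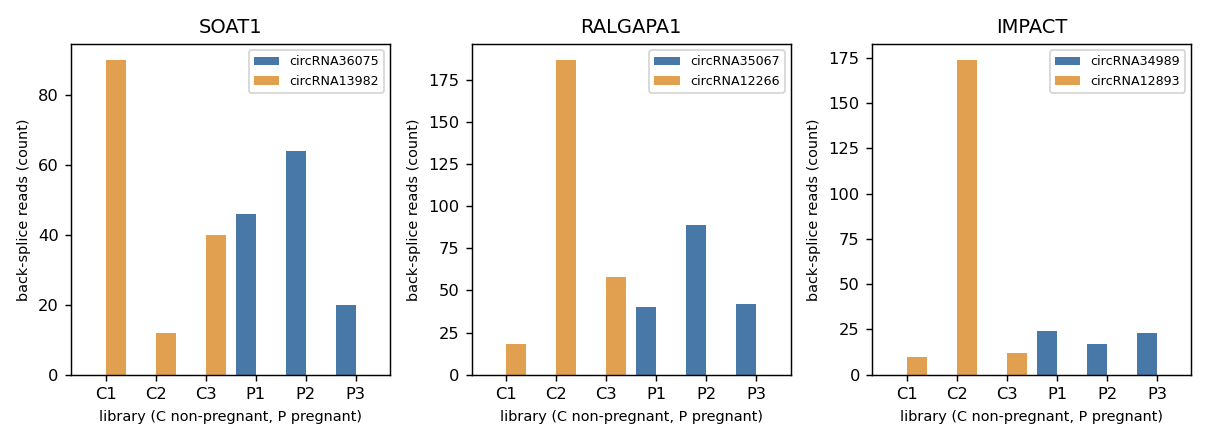
Reads per library of the members of 3 pairs of circRNAs that start 1 bp apart, from SOAT1, RALGAPA1 and IMPACT. In each pair, 1 member has reads in the 3 pregnant libraries only and the other in the 3 non-pregnant libraries only.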

Next, we performed a hierarchical clustering analysis of the 100 circRNAs with the greatest differences in expression in the C-Buffalo and P-Buffalo. As the heatmap shows, the same phase of sample was aggregated together and the circRNA expression levels changed dynamically in C-Buffalo and P-Buffalo (Figure 3). Thus, we identified specific dynamic expression changes in thousands of circRNAs during gestation in Jianghuai buffaloes.

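The ciRNA5424 of GLO1 and the ciRNA592 of LOC102389123 had the smallest p among circRNAs higher and lower in pregnant animals. Over the 100 circRNAs with the smallest p, the mean r of log2 CPM within groups exceeded that between groups by 0.756. The same choice was made anew for the other 9 splits of the 6 libraries into 3 and 3, which mix pregnant and non-pregnant animals. It gave differences from 0.562 to 1.12.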

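When the counts of all circRNAs of a host gene were summed, CCP110 and ITM2B had the smallest p among host genes higher in pregnant animals, and LOC112577703 and UBE3A among those lower. CCP110, which encodes a centriolar protein, was at 9.39 ± 4.50 CPM (SD, n = 3) in non-pregnant and 158 ± 61.3 CPM (SD, n = 3) in pregnant animals, a log2 fold change of 4.07 (standard error 0.96). ITM2B, a membrane protein gene, had a log2 fold change of 4.93 (standard error 1.20), with 554 of its pregnant reads in pregnant replicate 3, and 2.27 without that library. MAST2, PLK3, KIAA1958 and LOC102413458 were at 0 in all non-pregnant animals and at least 25.8-, 17.0-, 16.2- and 15.0-fold higher in pregnant animals, against 3 counts over the group. ENG, which encodes the TGF-beta coreceptor endoglin, had 28, 24 and 18 reads in pregnant animals and 1 in non-pregnant animals, and NFAM1 had 15, 26 and 34 and 1. PWWP2A and NLK had log2 fold changes of 4.47 (standard error 1.47) and 4.27 (standard error 1.49), which rest on 5 non-pregnant reads in replicate 1 and 6 in replicate 3, with 0 in the other non-pregnant libraries. Fitted without these libraries, against a group at 0, they were 8.47 and 8.18, which depend on the prior count. UBE3A was at 16999 ± 2352 CPM (SD, n = 3) in non-pregnant and 6024 ± 2318 CPM (SD, n = 3) in pregnant animals, a log2 fold change of -1.50 (standard error 0.41). MRPS27, a mitochondrial ribosomal protein gene, had -1.73 (standard error 0.49), and ANXA3, VCL, GRK3, TCEA1, GALNT10, IFRD1, PDE3B and LOC112577703 had log2 fold changes from -5.21 to -2.02. Each of these 20 genes had an adjusted p of 0.844 in edgeR's quasi-likelihood test. Of 4137 host genes, edgeR called 0 at an adjusted p under 0.05, and 227 (40 higher, 187 lower) were at an unadjusted p under 0.05. DESeq2 called 7 host genes (1 higher, 6 lower) at an adjusted p and 372 of 8401 at an unadjusted p. Without the filter, edgeR called 86 of 8611 (7 higher, 79 lower) at an adjusted p. With library totals implied by SRPBM, 45 were higher and 39 lower. At an adjusted p, 2 genes were called without pregnant replicate 2 and 1 without pregnant replicate 3. The unadjusted count was 459 and 500 without non-pregnant replicate 1 or 3 and 146 without pregnant replicate 3, of 4612, 4477 and 4558 host genes tested in place of 4137. Without non-pregnant replicate 2, 113 were higher and 101 lower at an unadjusted p. Leaving out that library moved the log2 fold change of LOC112577703 from -5.21 to -1.97, of GALNT10 from -4.19 to -1.82, of VCL from -3.99 to -1.13, of GRK3 from -2.74 to -1.53, of ANXA3 from -2.70 to -1.05, of PDE3B from -2.11 to -1.01 and of TCEA1 from -2.02 to -1.10. IFRD1, MRPS27 and UBE3A were at -1.71, -1.48 and -1.41 without it. From the DECs and the grouping of the samples in the heatmap (Fig. 3), the paper concludes that circRNA expression changed dynamically during gestation.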

### 3.3. Functional Profiling for Host Genes of DECs between C-Buffalo and P-Buffalo

In existing studies finding that circRNA function might be correlated with the known function of host genes, we analyzed GO and KEGG pathways of host genes that produce DECs to anticipate their potential function in C-Buffalo and P-Buffalo. Depending on the GO database, there are three main categories of host genes that produce DECs in venous blood (biological process, cellular component, and molecular function). A total of 2687 GO terms were enriched for the 8612 host genes producing DECs in venous blood, of which 132 GO terms were significantly enclosed for 3 GO functions or functions to be determined (*p* < 0.05). 

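Among the host genes of the 321 circRNAs at an unadjusted p under 0.05, the spindle pole was the GO term with the smallest p. Of 49 host genes annotated to the spindle pole, 8 were among them, with BRCC3, CDC14A, CENPF, KIF11, POC1B, RMDN2, TPX2 and ZW10 (one-sided Fisher's exact test, p = 0.000161). KIF11 and TPX2 build the mitotic spindle. Of 119 genes with GTPase activator activity, 11 were among them, for example IQGAP1, IQGAP2, DOCK2 and RALGAPA1 (p = 0.00166 from the same exact test). After Benjamini-Hochberg adjustment over all GO terms of the background, also those without such a gene, none of the GO terms passed in this test (smallest adjusted p = 1). At an unadjusted p under 0.05, 201 of 1154 terms with at least 1 such gene passed, over 259 host genes and a background of 7952. With only the 3163 host genes of tested circRNAs as background, 42 terms passed at an unadjusted p, 0 after adjustment, and the spindle pole had p = 0.000573 in the exact test. With draws of circRNAs matched on mean count, 80 passed at an unadjusted p and 0 after adjustment.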

Of the 132 GO terms that were significantly enriched, 83 were under “biological process”, 22 were under “cellular component” and 27 were under “molecular function”. 

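The host genes named in the paper had mostly lower summed circRNA counts in pregnant animals, but did not pass the test as a group. Of 20 tested, 15 had negative and 5 had positive log2 fold changes (camera, adjusted p = 0.0605, and adjusted p = 0.894 with an estimated correlation). None passed edgeR's test over all host genes or adjusted over the list alone, and 1 in each direction was at an unadjusted p under 0.05. The study chose these genes on the same samples, so their direction is not independent evidence. PPP1R9A, which encodes the actin-binding protein neurabin, had a log2 fold change of -2.28 (standard error 0.96), with 264 reads in non-pregnant replicate 2 and 14 to 97 in the other libraries. NFKB1, a subunit gene of NF-kappa-B, had -1.02 (standard error 0.54), and TFDP2, a partner of E2F factors, had -0.96 (standard error 0.50). Without non-pregnant replicate 2, PPP1R9A, NFKB1 and TFDP2 were at -0.68, -0.66 and -0.52. USP9X, a deubiquitinase gene, had 2.17 (standard error 0.79), with 809 reads in pregnant replicate 2 and 29 to 121 in the other 5 libraries, and 0.85 without that library. At the level of single circRNAs, 12 circRNAs of such hosts in the rows of Table S2 at hand, the first 700, were tested here, and in all 12 the sign was that of the paper's table. The counts in these rows are the counts tested here, so the equal signs are not independent evidence. For circRNA10549 of PPP1R9A, circRNA12942 of TFDP2 and circRNA10221 of TAB3 the log2 fold change on TMM-scaled counts was -5.13 (standard error 2.00), -5.57 (standard error 2.23) and -3.32 (standard error 1.17), while the log2 ratio of mean SRPBM was -3.48, -3.84 and -2.20, equal to the paper's values to 2 decimals. These 3 had 252, 195 and 222 of their reads in non-pregnant replicate 2, and without it their log2 fold changes were -0.86, -1.41 and -1.64. Without that library the ARHGAP6 circRNA circRNA10176 went from -3.23 to 0.47, and the group was not lower (camera direction up, adjusted p = 0.930). The group was lower at an adjusted p of 0.00185 without non-pregnant replicate 3, 0.0481 without pregnant replicate 2 and 0.0391 with RLE factors, but not with an estimated correlation (adjusted p = 0.551, 0.649 and 0.889). With library totals implied by SRPBM, 9 had positive and 11 negative values (adjusted p = 0.216).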

The top 25 biological processes, 15 cellular components, and 10 molecular functions list the host genes involved in each GO term (Figure 4A, Supplementary Table S4), such as negative regulation of transcription by RNA polymerase II (10 genes, e.g., *RCOR3*, *NFKB1*, and *SMAD3*), cytoplasm (5 genes, namely *ARHGAP6*, *TAB3*, *USP9X*, and *PPP1R9A*), regulation of transcription by RNA polymerase II (9 genes, e.g., *RCOR3*, *LOC102391826*, *SMAD3*, *BRWD1*, and *TFDP2*), and protein binding (4 genes, e.g.,*VPS35L*, *RCOR3*, *DNM3*, *SETD5*, *TTC39B*) (Supplementary Table S4) (*p*-adjust < 0.05).

### 3.4. Predicting Potential Sponging miRNA Targets for circRNAs Expressing in P-Buffalo and C-Buffalo

In addition, KEGG analysis of host genes for venous blood production of DECs revealed 32 significant pathways (Figure 4B, Supplementary Table S5), including the cAMP signaling pathway (26 genes, Antifolate resistance (16 genes), GnRH signaling pathway (9 genes), C-type lectin receptor signaling pathway (10 genes), hippo signaling (14 genes), Platelet activation (13 genes), Chemokine signaling pathway (16 genes), and B cell receptor signaling pathway (9 genes) (*p*-adjust < 0.05).

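Host genes of the cAMP pathway did not pass the test as a group. Of 79 tested, 35 had positive and 44 had negative log2 fold changes (camera, adjusted p = 0.361), and 5 were lower and 0 higher at an unadjusted p under 0.05. PDE3B, a phosphodiesterase that degrades cAMP, had a log2 fold change of -2.11 (standard error 0.69). CFTR, a chloride channel opened through cAMP signalling, had -2.15 (standard error 0.79). The multidrug resistance-associated protein 4-like genes LOC102394150 and LOC102413807 had -4.58 (standard error 1.58) and -1.74 (standard error 0.65), the latter from -2.67 without pregnant replicate 1 to -1.26 without pregnant replicate 3. Of the reads of LOC102394150, 993 lay in non-pregnant replicate 2, and without it the value was 2.20 (standard error 1.52). That library also held 625 reads of PDE3B and 359 of CFTR, and without it their values were -1.01 (standard error 0.45) and -1.17 (standard error 0.61). Antifolate resistance had 16 genes positive and 18 negative (adjusted p = 0.580), GnRH signaling 12 and 18 (0.657), C-type lectin receptor signaling 20 and 22 (0.892, with a median of -0.03 and a test direction of up) and Hippo signaling 18 and 14 (0.622). Platelet activation had 23 genes positive and 23 negative (0.892, with a median of 0.01 and a test direction of down), chemokine signaling 24 and 35 (0.361) and B cell receptor signaling 22 and 14 (0.580). No gene of these 8 pathways passed edgeR's test over all host genes or adjusted over the list alone, while 1 to 5 genes of each were lower or higher at an unadjusted p under 0.05. With library totals implied by SRPBM, cAMP had 44 positive and 41 negative, antifolate resistance 23 and 14, GnRH 17 and 15, C-type lectin 25 and 20, and platelet activation 28 and 19. Antifolate resistance was lower at an adjusted p of 0.00857 without non-pregnant replicate 3, but not with an estimated correlation (adjusted p = 0.379) or fry (adjusted p = 0.509). Among the host genes of the circRNAs at an unadjusted p under 0.05, 8 belonged to the cAMP pathway (one-sided Fisher's exact test, p = 0.104), 5 to antifolate resistance (0.0755), 5 to C-type lectin (0.0832), 4 each to Hippo (0.226), platelet activation (0.308) and chemokine (0.408) and 2 each to GnRH (0.544) and B cell receptor (0.564). Bile secretion, RNA transport, amino sugar metabolism and oocyte meiosis passed at an unadjusted p, and 0 of 202 pathways passed after Benjamini-Hochberg adjustment of this test. Drawing circRNAs matched on mean count instead, 2 pathways passed at an unadjusted p. Of these host genes, 4 were multidrug resistance-associated protein 4-like genes, which the numbers above count singly. With such genes taken as 1 gene, 5 pathways passed at an unadjusted p and 0 after adjustment.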

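Host genes of gap junctions and of platelets had mostly lower values in the blood of pregnant animals, a group difference called by 1 of 3 forms of the list test. Of 24 tested genes of the gap junction pathway, 19 had negative and 5 had positive log2 fold changes, with a median of -0.43 (camera with a preset correlation, adjusted p = 0.00739). With an estimated correlation (adjusted p = 0.459) or with fry (adjusted p = 0.731) it was not called. With library totals implied by SRPBM, 15 had negative and 9 positive values (adjusted p = 0.00458), and with RLE factors 21 and 3 (adjusted p = 0.0116), and neither was called with an estimated correlation (adjusted p = 0.977 and 0.889) or fry (adjusted p = 0.943 and 0.721). Of 17 platelet genes, 13 had negative and 4 positive values, with a median of -0.67 (adjusted p = 0.00739 with a preset and adjusted p = 0.620 with an estimated correlation, and adjusted p = 0.955 with fry). Erythroid genes went the other way without being called, with 11 of 15 positive (adjusted p = 0.0926). Of the tested gap junction genes 17 are also in the GnRH list, and of the platelet genes 2, DNM3 and ARHGAP6, are among the host genes named in the paper. None of the members passed edgeR's test over all host genes or adjusted over the list alone, and 2 gap junction genes and 1 platelet gene were lower at an unadjusted p under 0.05. CLEC1B, the platelet receptor CLEC-2, was at 637 ± 116 CPM (SD, n = 3) in non-pregnant and 278 ± 96.7 CPM (SD, n = 3) in pregnant animals, a log2 fold change of -1.19 (standard error 0.52), with every pregnant animal below every non-pregnant one. DNM3, a dynamin, had -0.82 (standard error 0.45), MMRN1, a protein of platelet granules, -2.67 (standard error 1.58), and ARHGAP6 -1.03 (standard error 0.62). Without non-pregnant replicate 2, CLEC1B was at -1.03, DNM3 at -0.47 and ARHGAP6 at -0.25, and MMRN1 ran from -5.49 to -1.28 with 1 library left out. The gap junction members with the smallest p, MAP3K2 (-1.62, standard error 0.62), SOS1 (-3.03, standard error 1.34), NAPB (-1.35, standard error 0.70) and ADCY7 (148 ± 229 CPM in non-pregnant and 37.0 ± 17.5 CPM in pregnant animals, SD, n = 3), are not channel proteins: the first acts in MAP kinase signalling, SOS1 activates Ras, NAPB acts in vesicle fusion and ADCY7 makes cAMP. MAP3K2, SOS1, NAPB and ADCY7 had 1253, 206, 240 and 257 reads in non-pregnant replicate 2, and without it their log2 fold changes were -0.40, -0.58, -0.92 and 1.20. The gap junction group was not called without non-pregnant replicate 1, 2 or 3 or pregnant replicate 3 (adjusted p = 0.0706, 0.233, 0.120 and 0.0809), nor the platelet group without non-pregnant replicate 1 or 3 or pregnant replicate 3 (adjusted p = 0.0706, 0.0598 and 0.217).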

In general, the above pathways produced in differential gene enrichment in C-Buffalo and P-Buffalo venous blood were mainly associated with cell gap junctions and cell differentiation. These results suggest that there may be a strong association between these DECs and the establishment of pregnancy-related signaling pathways.

CircRNAs function as miRNA sponges that indirectly regulate the expression in target genes by adsorbing miRNAs. This process is an important form in post-transcriptional regulation, which predicts miRNA binding sites on circRNAs is beneficial to reveal the potential roles of circRNAs. Using predictions from software such as TargetScan and Miranda, we found a total of 1030 miRNA binding sites on 890 DECs (Figure 5A, Supplementary Table S6). Each circRNA can bind to one or several miRNA targets. Therefore, in our study, we further analyzed circRNAs containing various numbers of miRNA targets. The vast majority of circRNAs had at least two miRNA binding sites, with the largest proportion of circRNAs containing more than 30 miRNA targets. (Figure 5B). 

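Of the 15 circRNAs whose IDs Fig. 5C prints, 4 passed edgeR's filter, which asks for a minimum level in at least 3 libraries, and were tested, and 7 of the 15 come from SOX6, a transcription factor of erythroid development. The intronic ciRNA1381 of SOX6 (48549231 to 48560099 on NC_037560.1) had a log2 fold change of -3.89 (standard error 1.86), while circRNA9329 of SOX6 (48579109 to 48582143) had 3.09 (standard error 1.20). The intronic ciRNA1644 of NRG1, an ERBB ligand gene, had -4.07 (standard error 1.70), and circRNA33736 of TTLL5 was at 0 in non-pregnant and at least 9.76-fold higher in pregnant animals. Each had an adjusted p of 0.983 in edgeR's quasi-likelihood test. The circRNA12473 of SMAD3, a mediator of TGF-beta signalling (88652923 to 88658116 on NC_037555.1), had 128, 97 and 0 reads in non-pregnant animals and 0 in pregnant animals. With the reads of a group pooled this was at least 94.8-fold lower, although non-pregnant replicate 3 was also at 0. The partner of circRNA12473, circRNA24383, which starts at 88652922, had 0, 0 and 311 reads in non-pregnant and 480, 174 and 193 in pregnant animals, and both summed gave a log2 fold change of 0.34 (standard error 0.77). The circRNA13231 of KDM6A had 222, 336 and 0 reads and circRNA12957 of PIK3CB 25, 109 and 0 in non-pregnant animals, and both had 0 in pregnant animals. Pooled over each group they were at least 235- and 56.5-fold lower, or 110- and 12.4-fold without non-pregnant replicate 2, although non-pregnant replicate 3 had 0 reads of both. They gave -1.25 (standard error 0.86) and -2.07 (standard error 1.09) when summed with such partners. For circRNA17904 of TRIP12, a ubiquitin ligase gene, the reads were 0, 103 and 24 in non-pregnant and 9, 7 and 8 in pregnant animals. The circRNA33379 of FOXP1, a forkhead factor gene, had 27, 2 and 13 reads in pregnant animals only, at least 11.1-fold higher when pooled. The intronic ciRNA6694 of SOX6 had 0, 51 and 37 reads in pregnant animals only. Pooled, this was at least 23.2-fold higher, although pregnant replicate 1 was also at 0. In ciRNA1380 and circRNA9326 of SOX6, 517 and 250 reads lay in non-pregnant replicate 2, with 0 to 24 in the other libraries. That library also held 288 reads of ciRNA1644 and 216 of ciRNA1381, and without it their log2 fold changes were -1.73 and -0.57. The NEDD4 circRNA circRNA13873 of Table S2 had -3.29 (standard error 1.39), and -2.07 without that library.

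**Figure D3:**
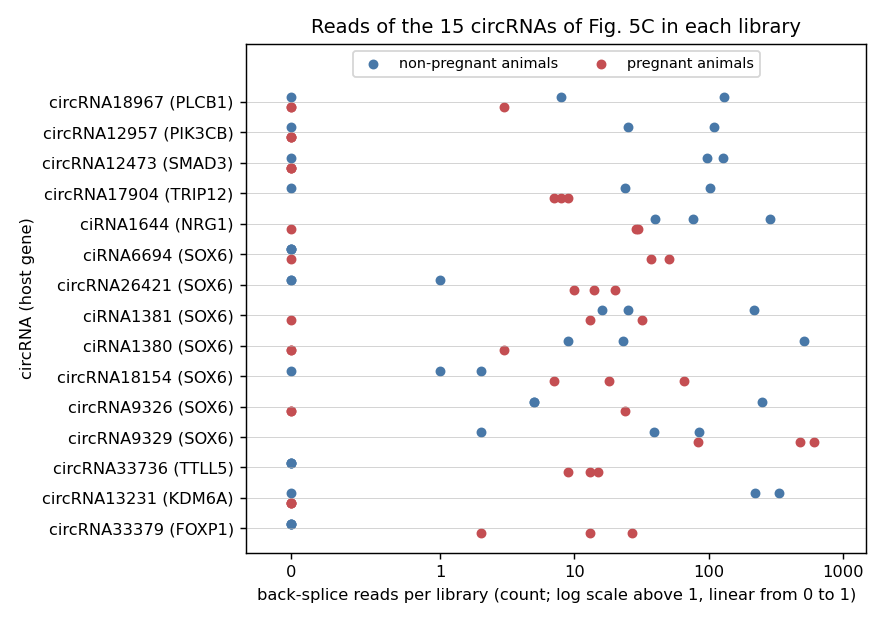
Reads per library of the 15 circRNAs named in Fig. 5C, with 1 point for each of the 3 non-pregnant and 3 pregnant libraries. For circRNA12473 of SMAD3 the points lie at 128, 97 and 0 in non-pregnant and at 0 in pregnant libraries.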

Functional analysis of the source genes predicted that circ*SMAD3*, circ*BIRC6*, ciSOX6, circ*NEDD4*, circ*SOX6* (down-regulated), and circ*LOC102411048*, circ*TRIP12*, circ*FOXP1* (up-regulated) may be associated with pregnancy recognition or embryo establishment. To more clearly demonstrate the predicted relationships between circRNAs and miRNAs, we mapped circRNA-miRNA interaction networks using software such as Cytoscape (Figure 5C). These data suggest that the majority of DEGs in C-Buffalo and P-Buffalo blood do contain multiple miRNA targets.

### 3.5. Validation of DECs in Blood between C-Buffalo and P-Buffalo

In order to confirm the authenticity of circRNA sequencing data, five circRNA expression levels (two down-regulated in P-Buffalo, three up-regulated in P-Buffalo), namely circ*SMAD3*, circ*SOX3*, circ*FAM193B*, circ*TRIP12*, circ*LOC102411048* were analyzed by qPCR (Supplementary Table S1). The expression pattern of this selected circRNA during pre- and post-pregnancy in buffalo is highly comparable to the results derived from circRNA sequencing data (Figure 6). Thus, these data confirmed the reliability of the circRNA sequencing data.

## 4. Discussion

As a novel non-coding RNA, the high stability and species conservation of circRNA in mammals have become a new hot spot for research in recent years. Much research has reported that circRNAs are extensively present in humans [31], mice [32], pigs [33], sheep [34], cattle [35], and other mammals. The expression profiles of circRNAs in different tissues of cattle are well studied, but their expression and functions in buffalo pregnancy remain to be investigated. In this study, we extracted total RNA from jugular vein blood of C-Buffalo and P-Buffalo and identified a total of 57,308 circRNAs in six circRNA libraries constructed, which is close to the number of circRNAs identified in human blood exosomes by Li [22], and the result implies that circRNA expression may be highly conserved in buffalo and human blood [17,36]. It has been reported that circRNAs are highly enriched in human peripheral blood and circRNAs in human blood are trending towards clinical diagnosis as molecular markers for various diseases [36]. Therefore, the results of this study not only complement the study of circRNAs in buffalo [37] but also provide a theoretical basis for the use of circRNAs as a clinical molecular marker in the blood of Jianghuai buffaloes. The GC content of circRNAs in Jianghuai buffalo blood was around 45%, which was more similar to the GC content of circRNAs identified by Cao [33] in porcine cumulus cells and oocytes. This also suggests that the stability of circRNAs is conserved among species, which may be related to the unique loop structure of circRNAs. Eight hundred and ninety DECs out of the 57,308 circRNAs were found, most of which were ecRNAs, which is consistent with the findings of Zhang [37] in bovine mammary tissue. Progesterone plays an important part in gestational recognition as well as in the maintenance of pregnancy. During early pregnancy, the corpus lutetium synthesizes and secretes progesterone, and progesterone levels in the blood are significantly elevated. Jia [38] found that knocking down circ*EGFR* in mouse ovarian granulosa cells significantly promoted progesterone synthesis. In our study, 323 circRNAs were found to be up-regulated and 567 circRNAs were down-regulated in the pregnant group compared to the non-pregnant group, including circ*EGFR*. Therefore, we speculate that some circRNAs down-regulated in the blood of Jianghuai buffalo may be involved in the regulation of progesterone synthesis and secretion, and the specific molecular mechanisms need to be further investigated.

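EGFR, the receptor of epidermal growth factor, gave very few circRNA reads in blood. Its 1 circRNA in the table had 1, 3 and 8 reads in the non-pregnant animals and 0 in the pregnant animals, too few to be tested. The paper gives no ID for circEGFR, so these are values of the host gene. Of 25 tested host genes of EGFR signalling, 17 had negative and 8 positive log2 fold changes, with a median of -0.33 (camera, adjusted p = 0.361), and adjusted p = 0.620 with an estimated correlation. None passed edgeR's test over all host genes or adjusted over the list alone, and 2 were lower at an unadjusted p under 0.05. These were the tyrosine kinase gene FER, with a log2 fold change of -1.73 (standard error 0.57), and the Ras activator gene SOS1. The adaptor gene NCK1 had -1.11 (standard error 0.63), with 722 reads in non-pregnant replicate 2, and -0.14 (standard error 0.46) without that library. SOS1 went from -3.03 (standard error 1.34) to -0.58 (standard error 1.40) without it. FER had 3972 reads in non-pregnant replicate 2 and 840 to 1469 in the other libraries, and its log2 fold change was -0.52 (standard error 0.33) without that library.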

It has been demonstrated that circRNAs can cis-regulate the expression levels of their host genes by regulating RNA polymerase, and the knockdown of some circRNAs significantly inhibits the expression levels of their host genes; therefore, the underlying functions of circRNAs may be more closely related to the functions of their host genes [39]. We conducted GO and KEGG analyses on the parental genes of the DECs. The GO analysis revealed that these parental genes are primarily associated with negative regulation of RNA polymerase II transcription, cytoplasmic composition, and ATP binding, as well as positive regulation of the epidermal growth factor receptor (*EGFR*) [14]. Kyoto Encyclopaedia of Genes and Genomes analysis has shown that these parental genes are associated with the cell gap junction pathway. Gap junctions can play a multifaceted role by facilitating the diffusion of signaling molecules and acting as a direct channel for cell-to-cell communication [40]. One study found that the cell gap junction protein Cx43 maintains placental growth and plays a potential role during pregnancy in rats and rabbits [41]. Therefore, together with the above functional analysis, we speculate that these DECs may be closely associated with the establishment of pregnancy-related signaling pathways.

One of the functions of circRNAs is as miRNA sponges that indirectly regulate the expression of target genes through adsorption of miRNAs, and this process is an important post-transcriptional regulation of the miRNA binding sites that are predicted to help reveal the potential role of circRNAs. Using predictions from software such as TargetScan and Miranda, we found a total of 1030 miRNA binding sites on 890 DECs, and the results predicted that the DECs associated with pregnancy in Jianghuai buffalo are not in one-to-one correspondence with miRNAs, and most circRNAs contain more than 30 miRNA binding sites. In a study of fatty acid regulatory mechanisms in cow mammary epithelial cells, Chen [42] found that circ09863 further regulated fatty acid metabolic processes by competitive binding of miR-27a-3p to attenuate the inhibitory effect of miR-27a-3p on fatty acid synthase expression. Based on this, we hypothesized that the circRNA-miRNA-mRNA regulative network may also exist during gestational recognition and early embryonic development in Jianghuai buffalo, which provides an idea to study the specific regulatory mechanism of circRNA in ruminant embryonic development.

Previous studies have found that circRNA plays an important role in human reproductive medicine. Qian [43] reported highly up-regulated circRNAs at the onset of pre-eclampsia and hypothesized that circRNAs are involved in regulating the pathogenesis of pre-eclampsia. Some studies have found that changes in circRNA expression patterns are also observed in the endometrium of patients with recurrent miscarriages. Zhu [44] reported that circRNA-DURSA regulates the apoptosis of embryonic trophectoderm cells in recurrent spontaneous abortion via the miRNA-760-HIST1H2BE axis. This suggests that specific circRNAs are likely to be candidate biomarkers or molecular targets for unexplained recurrent spontaneous abortion. In addition, some studies have found that ciRS-7, as a sponge for miR-7, is expressed at a higher level in samples of ovarian tumors [45]. In summary, circRNAs have a potential impact not only on human reproductive diseases but also on the development of biomarkers for ovarian-associated cancers, as reported in previous studies.

In this study, tens of thousands of circRNAs were identified by high-throughput sequencing technology. Large numbers of DEGs were present in the blood of 25d pregnant cows and non-pregnant cows. These DEGs are not only associated with pregnancy-related pathways, but also closely linked to many diseases. Follow-up research can take advantage of the unique advantages of circRNAs to develop an efficient, accurate and minimally invasive technique for early pregnancy diagnosis. This suggests that the expression pattern of circRNAs in the blood can be measured to assess the continued study of biomarkers or biological targets associated with pregnancy disorders, and this will have great academic value and application in the future.

## 5. Conclusions

In conclusion, these results suggest that there is an abundance of circRNAs in the blood of Jianghuai buffaloes, thousands of which are expressed in a specific manner during gestation. Our data also suggest that these DECs are mainly enriched in important pathways related to germ-line recognition and intercellular communication. Further validation of the function of highly differential DECs in gestational recognition is needed.

## Figures and Tables

**Figure 1:**
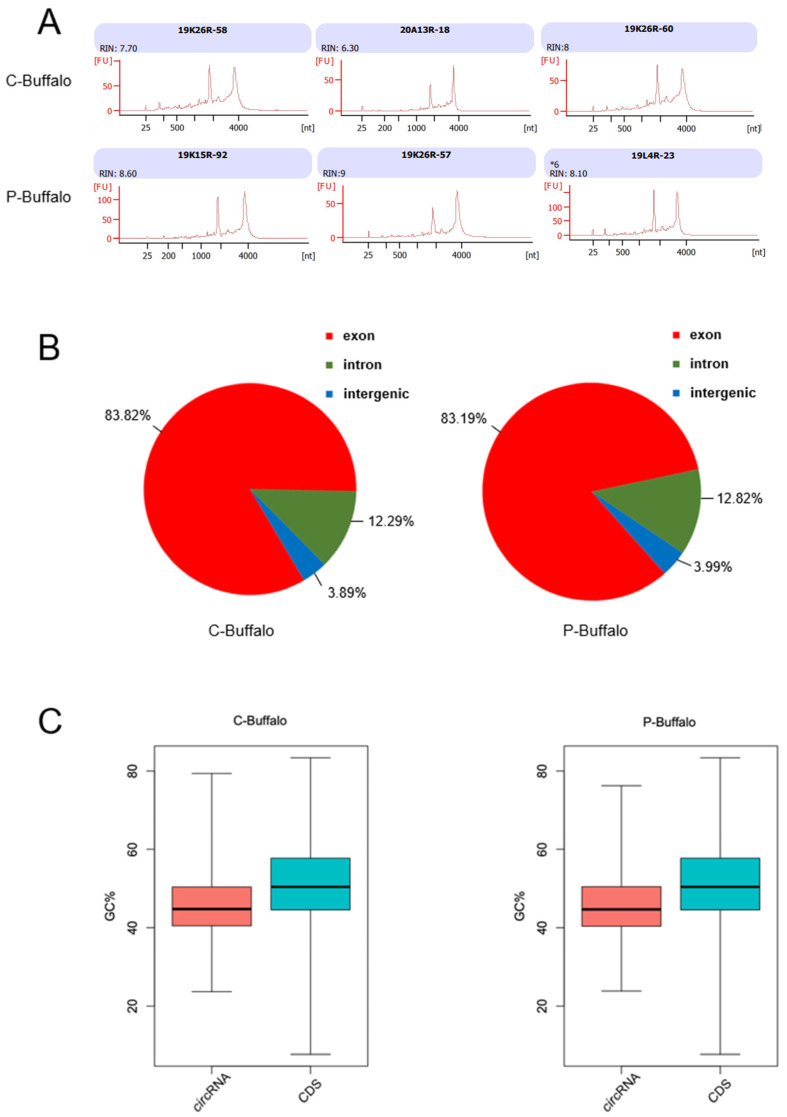
Characteristics of circRNAs expressed in the blood of Jianghuai buffalo. (**A**) Detection results of RNA quality in blood samples of Jianghuai buffalo. Total RNA was extracted from each group of blood samples and the Agilent 2100 Bioanalyzer was used to assess RNA integrity shown in the top and bottom graphs separately (*n* = 3). (**B**) Genomic positions of circRNAs. Genomic profiles with commonly encountered circRNAs being shown in venous blood of C-Buffalo and P-Buffalo are displayed in the left and right panels, separately. (**C**) The GC content of circRNAs and mRNAs. Total GC amount in circRNAs and mRNAs for expression in C-Buffalo and P-Buffalo is displayed in the left and right panels.

**Figure 2:**
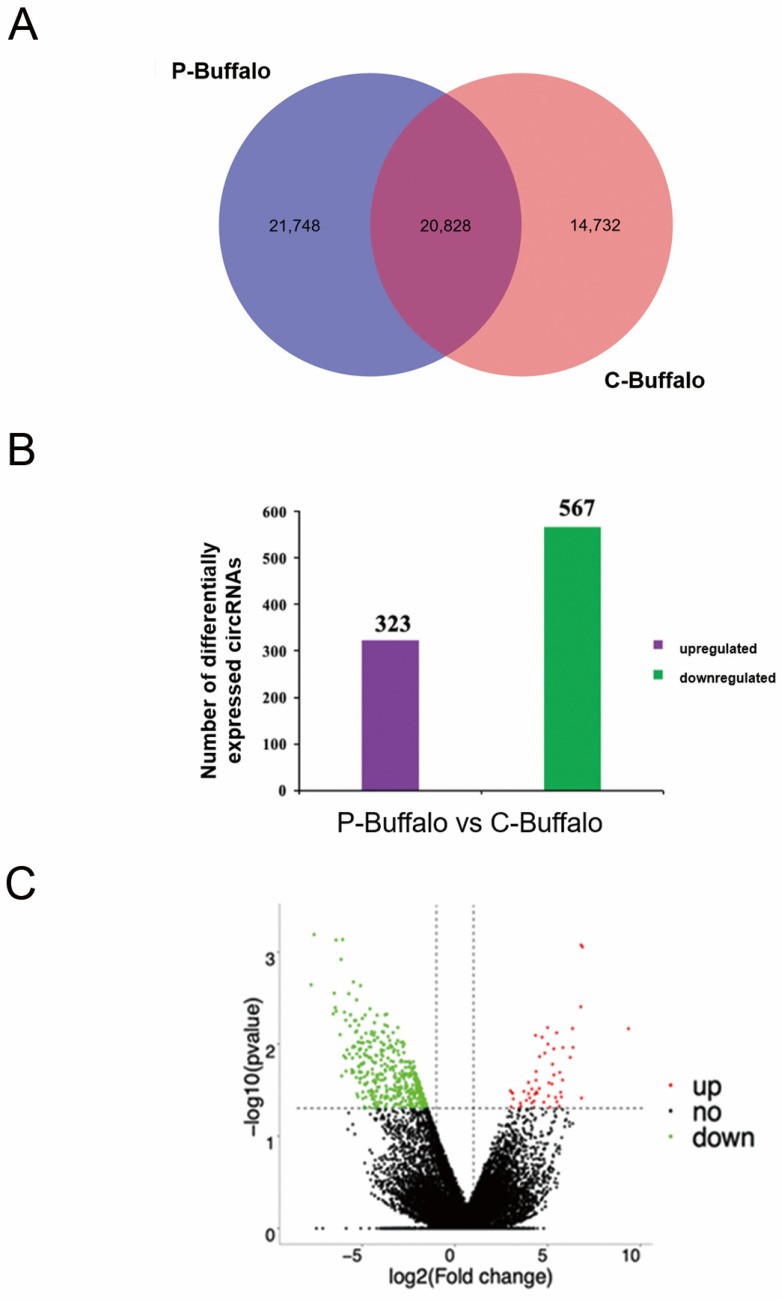
Identification of DECs in blood between C-Buffalo and P-Buffalo. (**A**) Venn diagram of circRNAs in P-Buffalo and C-Buffalo. Blood from C-Buffalo and P-Buffalo on day 25 after AI was subjected to RNA sequencing. The expression levels of circRNAs in the blood of buffaloes were analyzed by dichotomous statistical tests. Overlapping circles indicate circRNA, which was common in the blood of both groups of buffaloes. Circles that do not overlap indicate that circRNA is particular to (pink) non-pregnant buffalo and (blue) post-pregnant buffalo. (**B**) Amount of DECs in P-Buffalo and C-Buffalo. Adjusted results for *p* < 0.05 and |log2-fold change| ≥ 1 were considered statistically significant. Purple bar denotes up-regulated circRNAs; green indicates down-regulated circRNAs. (**C**) Volcano plot showing differences in circRNAs between P-Buffalo and C-Buffalo. Volcano map depicting differential expression between C-Buffalo and P-Buffalo. Differential expression of genes. Red shows up-regulated DECs, green depicts down-regulated DECs, and black diamond has no significant difference.

**Figure 3:**
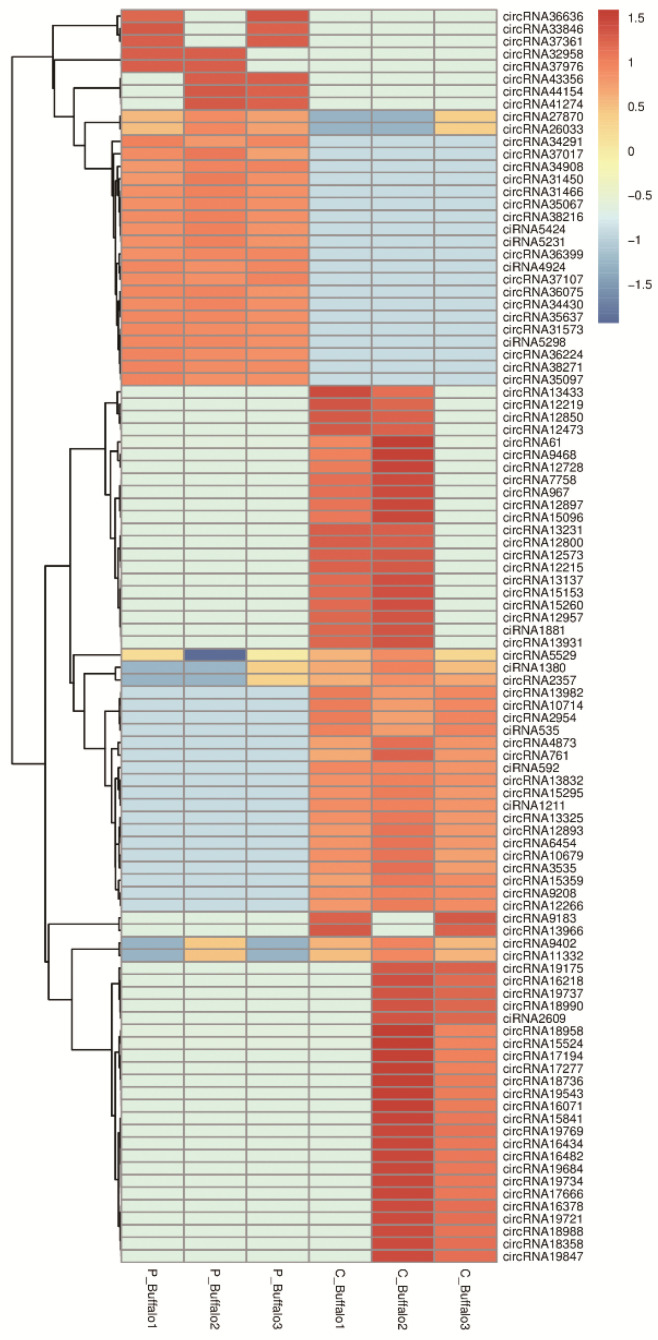
Heatmap of DECs in blood between C-Buffalo and P-Buffalo. Heatmap indicating the expression profiles of DECs in P-Buffalo and C-Buffalo. Red areas indicate up-regulated circRNAs whereas blue areas show down-regulated circRNAs. Heatmap color bars stand for expressed levels, with lightest blue representing −1.5 log2 fold change and darkest red representing 1.5 log2 fold change.

**Figure 4:**
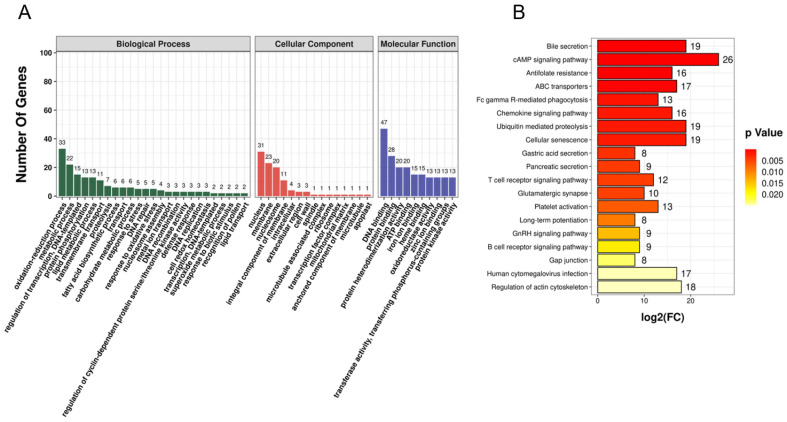
The GO and KEGG analysis of host genes of DECs between P-Buffalo and C-Buffalo. (**A**) An examination of the top enriched terms of the DEC host genes found in P-Buffalo and C-Buffalo was performed by GO analysis. the DEC host genes were divided into three classes (blue bars: biological processes, green bars: cellular components, orange bars: molecular functions). (**B**) Enrichment profiling of the top KEGG pathway for host genes of DECs discovered in P-Buffalo and C-Buffalo.

**Figure 5:**
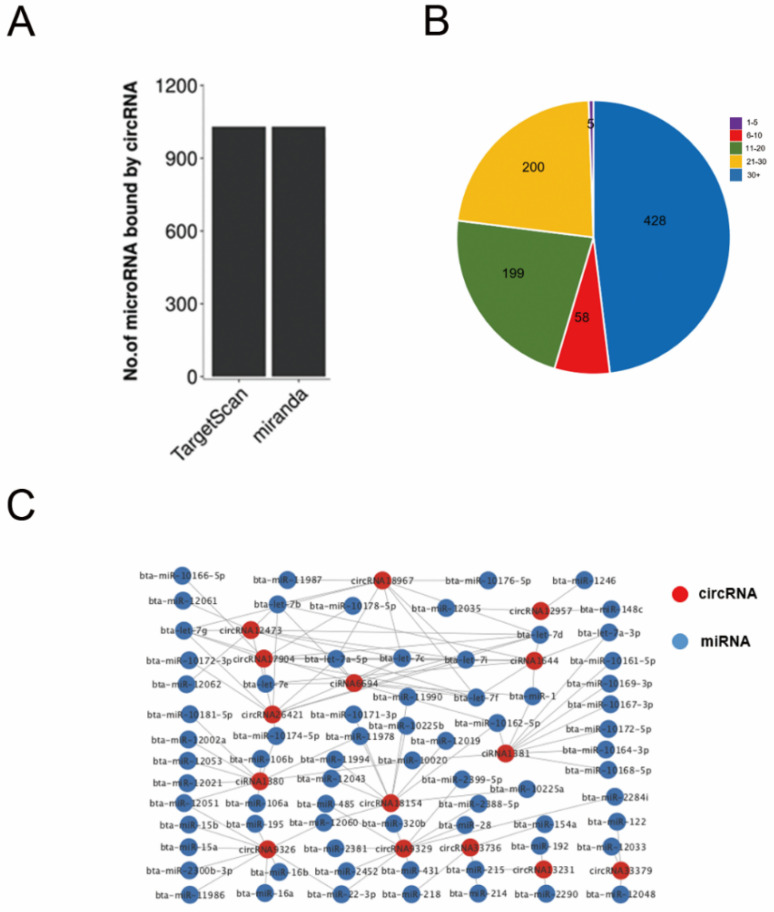
Analysis of interaction between DECs and miRNAs between P-Buffalo and C-Buffalo. (**A**) Analysis of the circRNAs for miRNAs with TargetScan and Miranda. (**B**) Identification of the percentages of circRNAs with different numbers of miRNA targets. (**C**) Analysis of the predicted target miRNAs for selected DECs identified in c and P. The circRNAs selected were picked from the top DECs. Red circles indicate circRNAs and blue circles show miRNAs.

**Figure 6:**
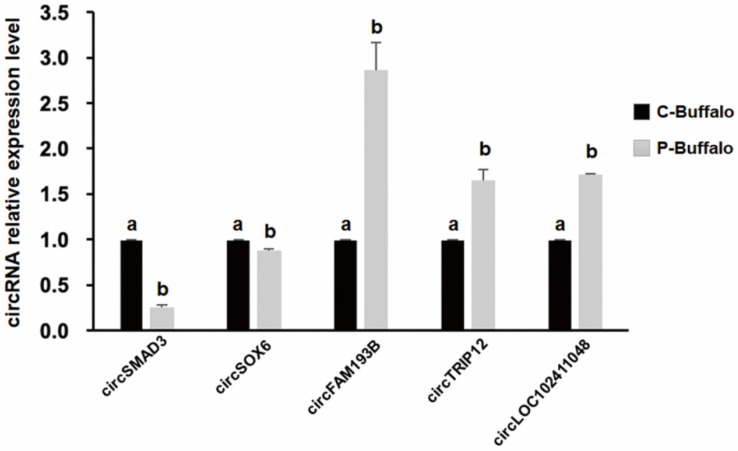
Validation of the selected DECs identified between P-Buffalo and C-Buffalo. The selected circRNAs were chosen from the DECs of venous blood of C-Buffalo and P-Buffalo. The relative abundance of circRNAs C-Buffalo and P-Buffalo was quantified by qPCR. Normalization of the data with the endogenous housekeeping gene *GAPDH* was performed, and the number of values for C-Buffalo was set to 1. Different letters on the bars indicate significant differences (*p* < 0.05). Data are presented as mean ± S.E.M. Statistical analysis was done by t-student test.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number (GSE208385).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani12202748/s1, Supplementary Table S1. Bubalus bubalis-specific primer sequences used in this study. Supplementary Table S2. List of all circRNAs expressed in buffaloes. Supplementary Table S3. List of circRNAs in C-Buffalo and P-Buffalo. Supplementary Table S4. GO analysis of host genes producing DECs in buffaloes. Supplementary Table S5. KEGG analysis of host genes producing DECs in buffaloes. Supplementary Table S6. circRNA-miRNA interaction analysis.

# Supplementary material for: Expression Profiling of Circular RNAs in Early Pregnant Jianghuai Buffaloes
**Source:** Animals (Basel). 2022 Oct 13;12(20):2748. doi: 10.3390/ani12202748
**Supplement:** Supplementary file 1

Table S1. *Bubalus bubalis* -specific primer sequences used in this study

**Gene symbol**	**Primer sequences (5'-3')**
<i>circSMAD3</i>	F: CCACAGCATGGATGCAGGTTC<br>R: AGGCGGCAGTAGATGACATGAG
<i>circSOX6</i>	F: CGTTTGGGCAGGAGTTTGGAC<br>R: TGGAGCTGTAAAGGGCTGAGT
<i>circFAM193B</i>	F: CGTAGCAGAAACAGTCGCCA<br>R: ACATCGTTAGACAGCAGGTTGA
<i>circTRIP12</i>	F: GAGAAGATGGCCGACCCTGA<br>R: TGGACATTGGCACCTCTCTCTT
<i>circLOC102411048</i>	F: ACGATGTGAACAGGTTTGACAAG<br>R: TCAGTACAGCAGTGTAGCCA
<i>GAPDH</i>	F: GGGTGTGAACCACGAGAAGT<br>R: CGGTGGTCATAAGTCCCTCC
**F: forward,**<br>**R: reverse**

How the deposited data were processed for this re-analysis (not part of the article)

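Blood was taken from the jugular vein of 3 non-pregnant and 3 pregnant Jianghuai buffaloes on day 25. The pregnant group had been inseminated, and its pregnancy was read by ultrasound on day 60. The non-pregnant group was not inseminated, so insemination and pregnancy cannot be told apart. Each animal gave 1 library. RNA was extracted with Trizol, ribosomal RNA was removed, linear RNA was digested with RNase R, and strand-marked libraries were sequenced as paired ends. The samples were grouped as the sample labels and the paper name them, with 3 libraries per group and no batch given in the sources used here.

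The authors deposited 1 table with a count of reads per circRNA and library, not normalized. The authors also deposited a signal per circRNA and library, SRPBM (spliced reads scaled to mapped reads), which is the count divided by 1 constant per library, from 4.36 to 5.81 counts per unit. The paper names Cutadapt, FastQC, Bowtie2, Tophat2, Tophat-fusion, CIRCExplorer and CIRI with the buffalo assembly ASM312139v1. The submitters' processing notes name fastp, HISAT2, HOMER, ChIPseeker, StringTie, edgeR and the human build GRCh38.p10, and which set made the table is not given in the sources used here. Coordinates, host genes, exon numbers, descriptions and GO and KEGG terms were taken from the table, and 3180 GO cells that hold no terms in the table at hand were not used here.

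The counts of a library summed to between 815851 and 1298753, and a count of 0 allows up to 2.31 to 3.68 CPM before TMM factors, for counting error only. These reads carry no molecular identifiers. The study is small: with 3 animals in each group, an exact permutation test cannot go below 0.10.

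From the counts, edgeR 4.0.16 in R 4.3.3 gave the tests between the groups (quasi-likelihood test, TMM factors, default filter on low counts, edgeR's default prior count, Benjamini-Hochberg adjustment) over 8261 circRNAs, and over the summed counts of 4137 host genes. The log2 CPM used for the correlations and for the lists had a prior count of 2. Calls needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The paper names a t-test with the same thresholds. Lists of host genes were tested with camera from limma 3.58.1 with a correlation of 0.01, over 24 lists with at least 2 tested members. The lists were interferon-stimulated genes, EGFR signalling, steroid hormone receptors and synthesis, erythroid cells, platelets, neutrophils, monocytes, T cells, B cells, NK and cytotoxic cells, eosinophils, the host genes named in the paper, 12 KEGG pathways and the multidrug resistance-associated protein 4-like genes. Eosinophils had 1 tested member and no set test. Enrichment used a one-sided Fisher's exact test, computed from the hypergeometric distribution, with all annotated host genes as background. Its list of DECs was meant to be that of the authors, which is not in the deposited table, so the circRNAs at an unadjusted p under 0.05 took its place. Folds against a group at 0 were computed from the reads pooled over each group, against 3 counts over the group at 0. They cover counting error and not the spread between animals. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the other tables and the plots.

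The named circRNAs and genes were chosen by a rule written before the deposited table was examined: up to 5 circRNAs per direction with the smallest p and non-overlapping groups, the 5 with the highest mean level, the 15 with an ID in Fig. 5C, those of Table S2 from host genes the text names, up to 4 genes per list, up to 10 host genes per direction and up to 6 pairs of circRNAs 1 bp apart. The first 700 rows of Table S2 had been seen when the rule was written, and its other 56608 rows were not used here. Those 700 rows hold the same counts as the deposited table. Pairs 1 bp apart, for example of RALGAPA1, had been seen in them, so that part of the rule was not blind to the data. The GO terms and the KEGG pathways with the smallest p were named after their values were seen. Some results that this rule names are withheld and not reported here.

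The steps were tested on simulated data with 200 changed circRNAs or host genes. For the comparison of 8261 circRNAs, 0% were recovered at an adjusted p at a 2-, 4- or 8-fold change, and 10%, 19.2% and 40.3% at an unadjusted p. For the comparison of 4137 host genes, 0%, 2.90% and 17.6% were recovered at an adjusted p, and 15.9%, 44.9% and 72.1% at an unadjusted p. Of the unchanged circRNAs 2.94%, and of the unchanged host genes 3.39%, had an unadjusted p under 0.05.

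Alternatives were RLE factors, library totals implied by SRPBM, no filter, a filter at a mean count of 20, DESeq2 1.42.0, edgeR's exact test, limma on log2(SRPBM + 1) and log2(SRPBM + 0.1), the replicate number as a block, leaving out each library, merging circRNAs whose ends lie within 1 or 5 bp, other detection limits, other backgrounds and 10000 draws matched on mean count for the enrichment, and an estimated correlation and fry for the lists. A check of GC content was left out because no genome was used.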

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

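Tests chosen only after the result was seen were edgeR's exact test without factors, with RLE factors, with SRPBM totals or with the common dispersion, the equal-variance tests, host genes with SRPBM totals, lists with RLE factors or SRPBM totals, or with an estimated correlation or fry in these settings or without 1 library, and the 100 circRNAs chosen anew per split. With 0 circRNAs at an adjusted p in edgeR's quasi-likelihood test, other settings called 600 without the filter, 159 with DESeq2, 3 with edgeR's exact test, 11 with limma on log2(SRPBM + 1), 9 with the exact test without factors, 8 with it and SRPBM totals and 11 with an equal-variance test on log2(SRPBM + 1). The 321 at an unadjusted p became 171 with SRPBM totals, 2121 without the filter, 901 with DESeq2 and 1244 with the exact test. The added settings gave 871 without factors, 1308 with RLE factors, 737 with SRPBM totals, 599 with the common dispersion, 721 with an equal-variance test on SRPBM and 922 on log2(SRPBM + 1). Leaving out 1 library gave 389 to 937, with 10183 to 12002 circRNAs tested in place of 8261. Of host genes at an adjusted p, 0 became 7 with DESeq2, 86 without the filter and 0 to 2 without 1 library. The 2 lists called became 0 with an estimated correlation, 0 with fry and 0 to 6 without 1 library, where an estimated correlation and fry gave 0 each time, as with RLE factors or SRPBM totals. Over the 8069 circRNAs tested with each of these scalings, the median log2 fold change was 0.04 with TMM factors, -0.02 with RLE factors and 0.23 with SRPBM totals. Except for fewer or more circRNAs tested, the cause was not tested.

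The replicate numbers did not pair the samples: the deviations of same-numbered animals correlated at -0.108, -0.0529 and -0.0330, and not every sample correlated best with its own number. With the replicate block, the 321 became 148, the host genes at an adjusted p 1, and LOC102394150 had a log2 fold change of 0.67.

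The share of circRNAs in both groups was 38.1% at 5 or more reads, 48.7% in at least 2 of 3 animals, 40.0% and 40.3% merged within 1 and 5 bp and 30.5% to 36.4% without 1 library. The exonic share was 90.3% in C-Buffalo and 89.7% in P-Buffalo as a share of counts, and 84.0% to 84.8% and 83.2% to 85.2% without 1 library. Host genes with 1 circRNA made up 30.1% at 5 or more reads and 28.3% after merging within 1 bp. At an unadjusted p, matched draws gave 2 KEGG pathways and 80 GO terms, and the filtered background gave 42 GO terms.

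None of 84 named circRNAs and host genes passed in the main test, where the smallest adjusted p was 0.983 for circRNAs and 0.844 for host genes, so staying on that side says little. Of 953 values under an alternative, 936 kept their direction, 18 of them passing the threshold, and 17, of 8 results, were reversed. The size changed more: without non-pregnant replicate 2, 26 of the 55 that were lower in pregnant animals came to under 50% of the size of their log2 fold change, whatever the sign, and 0 of the 29 that were higher did. For circRNA12172 of NFKB1 it went from -3.51 to -0.55. Merged within 1 bp, circRNA35067 of RALGAPA1 went to -1.82, circRNA36075 of SOAT1 to -0.44 and circRNA34989 of IMPACT to -2.92, since each was summed with its partner. The USP3 circRNA circRNA6085 went to -0.094 with DESeq2, -0.10 with RLE factors and -0.56 to 0.63 without 1 library, and the PICALM circRNA circRNA11471 to -0.16, -0.17 and -0.52 to 1.56. Without 1 library, circRNA10176 of ARHGAP6 ran from -3.84 to 0.47, ADCY7 from -2.56 to 1.20 and LOC102394150 from -5.93 to 2.20. Counts limit what can be seen of circRNAs near 3 counts per library. The enrichment of the authors' full list of DECs was not run.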

Differences from the paper's values

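For DECs, the paper's number is 890 and that at an adjusted p here was 0. In simulated data this test recovered 0% of 2-, 4- and 8-fold changes at an adjusted p, so its 0 does not show that no circRNA differs. Among 18 alternatives set before the data were examined, that without the filter (600) falls within 1.5 times the paper's number and the other 17 do not. At an unadjusted p, 321 were found, and DESeq2 (901), edgeR's exact test (1244), and leaving out non-pregnant replicate 1 (825) or 3 (937) come within 1.5 times of 890, and the other 14 do not. Each of these tested more circRNAs than the 8261 of the main test: 56238, 57308, 11101 and 10256 in this order. Of the settings chosen after seeing the values, the exact test without factors (871) and with RLE factors (1308), SRPBM totals (737) or the common dispersion (599), and the equal-variance test on SRPBM (721) and on log2(SRPBM + 1) (922), also do; how many of the paper's own DECs they drop was not counted, as only part of its list was used here.

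The paper gives 567 higher and 323 lower DECs in its results and 323 higher and 567 lower in its abstract and discussion. Here 118 were higher and 203 lower at an unadjusted p. For the 567 higher, the alternatives without the filter (601) and without non-pregnant replicate 3 (526) come within 1.5 times, and for the 323 lower, RLE factors (230), without non-pregnant replicate 3 (411), without pregnant replicate 2 (288), and merging within 1 bp (311) or 5 bp (329). For the 323 higher, DESeq2 (370), the exact test (231), limma with 1 (265) or 0.1 (221) added, and leaving out non-pregnant replicate 1 (326) or 2 (325) or pregnant replicate 1 (218), 2 (245) or 3 (217) do. For the 567 lower, DESeq2 (531), and leaving out non-pregnant replicate 1 (499) or 3 (411) do. The other alternatives set before the data were examined do not at an unadjusted p. At an adjusted p, the test without the filter gave 559 lower and 41 higher, the 559 within 1.5 times of the 567 lower. Of the settings chosen after seeing the values, at an unadjusted p the exact test without factors (666), with SRPBM totals (563) and with the common dispersion (531) comes within 1.5 times of the 567 lower, the exact test with RLE factors (247) of the 323 higher, and the equal-variance tests on SRPBM (654) and log2(SRPBM + 1) (801) of the 567 higher; how many of the paper's own DECs these drop was not counted. In the first 700 rows of the paper's Table S2, all 700 are marked significant, 251 up and 449 down. The 449 down are more than 323, so only the version with 323 higher and 567 lower can hold for that table. The settings set above against 567 higher or 323 lower are therefore compared with numbers that it contradicts. The smallest q in these rows is 0.0977, while the paper's stated threshold is an adjusted p under 0.05, and the largest p is 0.0383.

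The paper's number of intronic DECs is 97 and of other DECs 793, and the numbers here were 28 and 293 at an unadjusted p. The paper's number of valid reads is 900000 and the sum of the counts here was 6206815, which need not be the same quantity. For these, no alternative was set before the data were examined.

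The paper's number of KEGG pathways is 32, and 4 were found at an unadjusted p and 0 at an adjusted p, and none of 4 alternatives (2 to 5 and 0) comes within 1.5 times. The paper's number of GO terms is 132, and 201 were found at an unadjusted p and 0 at an adjusted p. At an unadjusted p, leaving out DECs with opposite partners (197) comes within 1.5 times and the other 3 (42, 80 and 207) do not. At an adjusted p, none of 4 does. The paper's numbers of host genes are 26 in the cAMP pathway, 16 in antifolate resistance, 9 in GnRH, 10 in C-type lectin, 14 in Hippo, 13 in platelet activation, 16 in chemokine and 9 in B cell receptor signaling, and here 8, 5, 2, 5, 4, 4, 4 and 2 were found. For the GO terms cytoplasm and protein binding the paper gives 5 and 4 host genes, and here 65 and 19 were found. The paper's Table S5 counts 295 DEC host genes with a pathway, and the list here had 136. The alternatives of the enrichment were not compared with these host gene numbers. With the multidrug resistance-associated protein 4-like host genes as 1 gene the list had 133 host genes with a pathway, and 134 without DECs with opposite partners.

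Where the text names a circRNA without an ID, Fig. 5C and Tables S2, S4 and S5 give IDs for circRNAs of some of these hosts. The paper names circTRIP12 among circRNAs with higher expression, and the TRIP12 circRNA in Fig. 5C, circRNA17904, was at 84.6 ± 132 CPM (SD, n = 3) in non-pregnant and 6.71 ± 1.57 CPM (SD, n = 3) in pregnant animals. Its Table S4 also lists circRNA34822 of TRIP12, which had 41, 0 and 9 reads in pregnant and 0 in non-pregnant animals, and which of the 2 the text means is not given. It names circSMAD3 as lower, and circRNA12473 of SMAD3 had 0 reads in pregnant animals, while the summed value of circRNA12473 with its partner was 0.34 (standard error 0.77). For circSMAD3, circTRIP12, circSOX3, circFAM193B and circLOC102411048 the paper also reports qPCR, with patterns it describes as highly comparable to its sequencing. The 4 circRNAs of FAM193B together had 0, 5 and 13 reads in non-pregnant and 0, 15 and 7 in pregnant animals, and none of them was tested here. The counts used here cannot check that qPCR. The paper's text writes circSOX3, and no host of the 57308 circRNAs analysed here is named SOX3, while its Table S1 of primers names circSOX6. It gives 32 significant pathways, and 30 of 261 in its Table S5 have a p under 0.05, with 4 after Benjamini-Hochberg adjustment. Of the 12 circRNAs in Table S2 from host genes the text names that were tested here, all 12 had the sign given there. Both signs come from the same counts, so this is not independent evidence. The paper's log2 fold changes are ratios of mean SRPBM: in all 354 of the first 700 rows of Table S2 with a finite value, the log2 ratio of the group means of SRPBM is within 0.01 of it.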

Other observations

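Tests of the start coordinate and of exon starts over all pairs, of whether pregnancy selects a member, of the factors, by direction, in edgeR's exact test, of the equal-variance tests, of the size of the lower values without each library, of the splits for the circRNA count at an adjusted p, and of the lists with RLE factors or SRPBM totals, or with an estimated correlation in these settings or without 1 library, were chosen only after their result was seen. Host genes of red blood cells had mostly higher values in pregnant animals without passing the test as a group: of 15, 11 had positive and 4 negative log2 fold changes, with a median of 0.45 (camera, adjusted p = 0.0926, and adjusted p = 0.894 with an estimated correlation), and the group was higher without non-pregnant replicate 2 (adjusted p = 0.00572) or pregnant replicate 1 (0.00234) and with SRPBM totals (0.0141), but in none of these with an estimated correlation (adjusted p = 0.871, 0.608 and 0.977). It was not called without non-pregnant replicate 1 or 3 (adjusted p = 0.0546 and 0.888) or pregnant replicate 2 or 3 (0.569 and 0.0809), and with RLE factors 9 were positive and 6 negative, with a median of 0.04 (adjusted p = 0.297). RHAG, an Rh-associated ammonium channel of red cells, had a log2 fold change of 3.06 (standard error 1.24), with 184 of its reads in pregnant replicate 2. MARCH8, a ubiquitin ligase gene, was at 1063 ± 118 CPM (SD, n = 3) in non-pregnant and 2073 ± 749 CPM (SD, n = 3) in pregnant animals. Of 11 genes of steroid hormone receptors and synthesis, 8 had positive and 3 negative values (adjusted p = 0.580), for example the coregulator gene NCOA2 (1.15, standard error 0.70). Of 12 interferon-stimulated genes, 6 had positive and 6 negative values (adjusted p = 0.892), with XAF1 at -1.09 (standard error 0.71) and OAS2 at 1.10 (standard error 0.90), which was 0.62 without non-pregnant replicate 2 and 1.92 without non-pregnant replicate 3; with RLE factors 4 were positive and 8 negative and with SRPBM totals 7 and 5.

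Neutrophil genes had 5 positive and 6 negative values (adjusted p = 0.940) and monocyte genes 3 and 4 (0.892), which were 5 and 2 with SRPBM totals. T cell genes had 8 and 5 (0.892) and were higher without pregnant replicate 2 (adjusted p = 0.0494, and 0.594 with an estimated correlation), B cell genes 10 and 6 (0.892), and both tested NK cell genes, TXK and SAMD3, were positive (0.518). The B cell gene RALGPS2 had a log2 fold change of -1.23 (standard error 0.49), and -0.71 without non-pregnant replicate 2. The eosinophil gene ADGRE1 had -0.26 (standard error 0.51), and -0.56 without non-pregnant replicate 2. Bile secretion had 21 genes positive and 22 negative (adjusted p = 0.892), ABC transporters 17 and 26 (0.580), progesterone-mediated oocyte maturation 14 and 20 (0.580) and the multidrug resistance-associated protein 4-like genes 10 and 16 (0.361). With SRPBM totals these became 27 and 17, 25 and 20, 17 and 19, and 16 and 12. All 26 tested multidrug resistance-associated protein 4-like genes are also members of each of the cAMP, antifolate, bile secretion and ABC transporter lists, and 2 erythroid genes, SOX6 and TFDP2, are among the host genes named in the paper. Without non-pregnant replicate 3 the ABC transporters and the 4-like genes were lower (adjusted p = 0.0203 and 0.00183), as without pregnant replicate 2 (0.0481 and 0.0175). With an estimated correlation these 2 lists were not called without either library (adjusted p = 0.379 and 0.528, equal for both lists). In none of these lists did a gene pass edgeR's test over all host genes or adjusted over the list alone.

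Of 4176 pairs of circRNAs with ends within 1 bp, 4061 differ only at the start. A start coordinate counted from 0 in some libraries and from 1 in others would put a library on 1 side, but reads only at the later start made up 33.1% to 47.5% of pairs in every library, although the median size of the 53 called members fell to 41.2% after summing, which that explanation predicts. Selection of a member by pregnancy is also argued against, since 87.8% of pairs read in 2 libraries of a group used different members within a group. Exon starts that differ by 1 base between transcript models may be the source of the 2 positions, since in 99.7% of the exonic pairs with a next exon start within 5 bp that start lies 1 bp later in the later member. This does not show why a library mostly had reads for 1 member only, with both read in 1.34% of cases, which was not tested. A part of the large differences between the groups at single circRNAs may come from such pairs.

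Non-pregnant replicate 2 had the fewest circRNAs. Library size is argued against, since 11991 remained after thinning and the next lowest library had 17331, and so are a few abundant circRNAs, since its 100 most abundant took 31.3% of counts, within the range of the other libraries (29.4% to 35.9%). What it may come from, such as RNA quality or the animal, was not tested.

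More circRNAs at an unadjusted p were lower than higher in pregnant animals (63.2%). In edgeR's quasi-likelihood test, 32.7% were lower with library totals implied by SRPBM and no factor (56 lower and 115 higher, of 8640 tested in place of 8261) and 65.0% with RLE factors, so this majority may depend on the normalization factors. For edgeR's exact test that is argued against, since 81.4% were lower with TMM factors, 76.5% without factors and 76.4% with SRPBM totals. The exact test ran on all 57308 circRNAs without the filter, where the quasi-likelihood test with TMM factors gave 71.7% lower. The part of the filter is therefore not separated from that of the test. On SRPBM itself, 26.6% were lower with limma on log2(SRPBM + 1), over the 8261 filtered circRNAs. The equal-variance tests on SRPBM and log2(SRPBM + 1), over all 57308, gave 9.29% and 13.1%. The direction therefore differs between tests both with and without the filter. Without non-pregnant replicate 2, 37.6% were lower in the quasi-likelihood test, but 12002 circRNAs were then tested, and the share fell because the higher ones rose from 118 to 325 while the lower ones went from 203 to 196. The share was also under 50% without non-pregnant replicate 3 or pregnant replicate 1 or 3 (43.9%, 44.0% and 45.2%), so for the share the part of non-pregnant replicate 2 cannot be told apart from that of other libraries.

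The size of the 203 lower log2 fold changes does set this library apart. Without it their median came to 42.5% of the value with all libraries, with 124 of the 203 under 50%. It was 98.2% to 115% without each of the other 5 libraries in turn, with 0 of those tested under 50% (201 tested without non-pregnant replicate 3, 203 otherwise). The highest CPM was in non-pregnant replicate 2 in 192 of the 203, and the highest SRPBM, which has no TMM factor, in 156. With all libraries kept, but library totals implied by SRPBM and no TMM factor, 200 of the 203 were tested. Their median was 64.9% of the main value, with 1 under 50%, and 42 stayed at an unadjusted p under 0.05. The size therefore also depends on the normalization factors. Much of the size of the lower values may come from this library, directly or through its TMM factor of 0.467, which these values do not separate. Why its values are high, and a biological difference by pregnancy, stay open and were not tested.

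The 6 libraries give 10 splits into 3 and 3, too few for a share under 0.05. At an unadjusted p, 3 of the 10 gave as many circRNAs as the real 321, and the highest other gave 413. At an adjusted p, all 10 gave as many as the real 0 for circRNAs and for host genes, the highest other giving 0, but any split reaches a count of 0, so this says nothing. For host genes, 227 (highest other 296) were found at an unadjusted p. DESeq2 called 159 circRNAs and 7 host genes, edgeR's exact test 3 circRNAs and limma 11.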
